A study of Homo sapiens with 8 samples.

How the data were processed

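RNA from SKBR3 cells, 4 control libraries and 4 FOXA1 knockdown libraries, was extracted with Trizol and sequenced on an Illumina NextSeq instrument as paired-end reads of 101 bp after a standard mRNA library protocol, per the labels' protocols. The knockdown came from lentiviral short hairpin RNAs kept in a stable line, per the labels. The labels do not state whether the controls received a control vector, how the replicates were made, or what the replicate number marks. The authors deposited raw read counts per gene, under versioned Ensembl identifiers, with a gene symbol column. The aligner, counting tool, genome build, annotation release and use of strand are not stated in the labels or the file header. Counting without strand would mix reads of overlapping genes, so the main overlaps of named genes with other counted genes are stated.

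The table held 30434 genes, each with at least 2 counts over all libraries, and no summary rows. Groups were taken from the sample titles, and each count column was matched to a sample by its name. The symbol column named 21077 genes, and 9263 further genes were named from an Ensembl table. Positions come from GENCODE 29 on GRCh38 for the same Ensembl identifier, which matched 29358 of the identifiers (96.5%) regardless of version; the build used for the counts may differ.

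Differential expression was computed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with its default minimum of 10 counts and total of 15 counts, which left 16430 genes and removed 14004. Libraries were scaled by TMM, with factors between 0.965 and 1.04, and knockdown was compared with control by the quasi-likelihood test (glmQLFit with robust estimation, glmQLFTest), with Benjamini-Hochberg adjustment over all genes tested and a threshold of 0.05. The fitted log2 fold changes use a prior count of 0.125. A gene's CPM is its count divided by the TMM-scaled library total and multiplied by 1000000, and standard errors of log2 fold changes come from the spread of log2 CPM between replicates, with 0.5 added to each count. Where every library of a group had 3 or fewer counts, the fold is a bound against 3 counts. These floors cover counting error only. Single genes were also tested by an exact permutation over the 70 divisions of the libraries into 4 and 4, two-sided, for which 0.0286 is the smallest p.

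The 9 gene lists (luminal, basal, mesenchymal, apocrine, ERBB2 neighbour, MAPK output, FOXO target, proliferation and interferon) were tested with camera from limma 3.58.1. The lists, tests, alternatives and the rule for named genes were fixed before the data were examined. Named genes are FOXA1, ERBB2, EGFR, ERBB3, ERBB4, FOXA2 and FOXA3, list members with the largest change or a change against their list, and the 6 largest rises and 6 largest falls. For the last, genes needed an adjusted p under 0.05, a mean of at least 50 counts and no overlap of CPM between groups. They were ranked by fitted log2 fold change, which depends on the prior count where a group is at the floor. Some genes that this rule covers are not reported here.

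The tests were checked on simulated counts. Of 200 genes given known changes among 16430 simulated genes, 192 (96%) were called with the right sign, and 17 unchanged genes made up 8.13% of the 209 calls. The window analysis was tested on shuffled fold changes of 11334 genes, raised by 0.5 on chromosome 5 and lowered by 0.5 on chromosome 9. The median over all 496 genes of chromosome 5, taken without windows, then lay 0.45 above that of the unshifted values.

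Alternatives were RLE, upper-quartile and library-size scaling, other filters on low counts, DESeq2 1.42.0, limma voom, estimation without robust=TRUE, a replicate block, a stricter adjusted p of 0.01, a test against a 2-fold change, other set tests, and leaving out each library. One alternative was chosen after seeing the data: an offset for the knockdown libraries equal to the median log2 fold change of the 50 nearest expressed genes. For that alternative the lists were tested with camera on ranked statistics. Library totals ran from 19087878 to 23786684 counts, and edgeR's biological coefficient of variation, from the common dispersion of 0.00208, was 4.56%. Window permutations and figures used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.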

Results

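Gene expression was measured by RNA sequencing in SKBR3, a human breast cancer cell line in which ERBB2 (HER2) is amplified. The 8 libraries comprised 4 from control cells and 4 from cells in which the pioneer transcription factor FOXA1 had been knocked down with short hairpin RNAs delivered by lentivirus. The deposited table held whole read counts for 30434 genes. Library totals ran from 21838121 to 23786684 counts in control (mean 22707081 ± 808977, SD, n = 4) and from 19087878 to 23503753 in knockdown (mean 21685760 ± 1999660, SD, n = 4). At these depths 3 counts, the floor used for an undetected gene, corresponded to between 0.123 and 0.153 CPM (counts scaled to 1000000 per library). The 10 most abundant genes took 7.78% ± 0.103 of the counts in control libraries and 6.48% ± 0.108 in knockdown libraries (SD, n = 4 each).

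Replicates of a group lay close together. Spearman's rho across the tested genes was between 0.995 and 0.9962 for control pairs, between 0.9955 and 0.9959 for knockdown pairs, and between 0.876 and 0.8783 for pairs that crossed the groups. No pair agreed within sampling noise: the chi-square per degree of freedom was at least 2.2 for control pairs and at least 2.93 for knockdown pairs, so no library had been deposited under 2 names, and each was counted as 1 replicate. This comparison covers counting error only and does not tell separate cultures from repeat library preparations of one culture. Control replicate 3 stood apart from the other controls, with values between 4.92 and 6.3 in its pairs against 2.2 to 2.4 in the rest. Across groups the same statistic was between 188 and 209. The first principal component of log2 CPM carried 90.9% of the variance and separated the groups. The next carried 1.82% and set control replicate 3 apart.

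The targeted gene was examined first. FOXA1 (ENSG00000129514.8, chromosome 14, 37589984 to 37596059, minus strand, GENCODE 29 on GRCh38) had 4180, 4239, 4071 and 4397 counts in control replicates 1 to 4 and 89, 87, 83 and 92 in knockdown replicates 1 to 4. Its level was 191.7 CPM ± 1.65 in control and 3.96 CPM ± 0.340 in knockdown (SD, n = 4 each), which left 2.06% of the control level. The log2 fold change was -5.60 (SE 0.063), with an adjusted p of 3.19e-30 in edgeR's quasi-likelihood test. It was lower in 4 of 4 knockdown libraries, and an exact two-sided permutation test gave p = 0.0286, the smallest that 4 against 4 can give. FOXA1 overlaps TTC6 by 213 bp on the opposite strand. TTC6 averaged 50.25 counts per library and also fell, with a log2 fold change of -4.98. Use of strand in the counting is not stated, so whether TTC6 itself fell or shared reads of FOXA1 cannot be told. Scaling by library size only moved the fold change of FOXA1 most towards 0, to -5.52.

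The related factors were barely detected. FOXA2 had 0 counts in every control library and between 2 and 5 in the knockdown libraries, and FOXA3 had at most 1 count in any library. Neither passed the filter on low counts, so no fold change is given for them.

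The next comparison asked how FOXA1 knockdown changed ERBB2 and the other receptors of its family. ERBB2 (ENSG00000141736.13, chromosome 17, 39687914 to 39730426, plus strand) fell from 7308 CPM ± 365 to 1340 CPM ± 52.9 (SD, n = 4 each), a log2 fold change of -2.45 (SE 0.0459) with an adjusted p of 8.34e-26 by edgeR. The knockdown libraries retained 18.3% of the control level, and all 4 lay below every control library (exact two-sided permutation p = 0.0286). As a share of all counts, ERBB2 went from 0.709% ± 0.0327 to 0.138% ± 0.00535 (SD, n = 4 each). Among 13278 tested protein-coding genes it ranked 4 in control and 57 in knockdown. Part of ERBB2 overlaps PGAP3 and MIEN1 on the opposite strand, and whether the counting used strand is not stated.

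EGFR and ERBB3 moved the other way. EGFR (ENSG00000146648.19, chromosome 7, 55019021 to 55211628) rose from 207.4 CPM ± 4.38 to 403.5 CPM ± 20.7 (SD, n = 4 each; log2 fold change 0.96, SE 0.0398, adjusted p of 5.73e-18 by edgeR). ERBB3 (ENSG00000065361.16, chromosome 12, 56076799 to 56103505) rose from 258.0 CPM ± 4.26 to 351.2 CPM ± 16.5 (SD, n = 4 each; log2 fold change 0.44, SE 0.036, adjusted p of 2.03e-11 by edgeR). Both were higher in 4 of 4 knockdown libraries (exact two-sided permutation p = 0.0286 for each). Fold changes shifted along chromosomes between the groups, and taking out that shift, an alternative chosen after seeing the data, gave log2 fold changes of 1.26 for EGFR and 0.22 for ERBB3. ERBB4 had 6, 4, 7 and 9 counts in control and 0 in every knockdown library. It was below the filter, and a count of 0 allows up to 0.153 CPM in the smallest knockdown library.

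**Figure D1:**
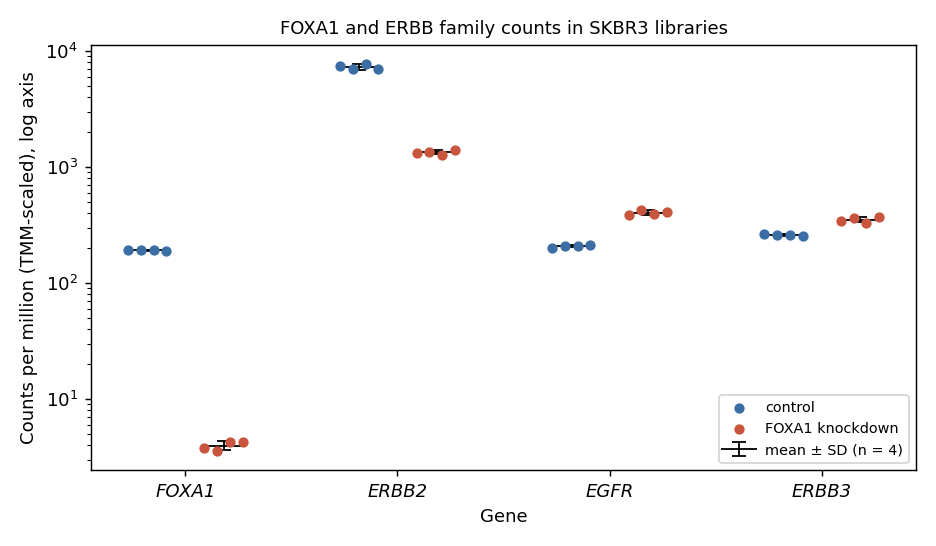
TMM-scaled CPM on a log axis for FOXA1, ERBB2, EGFR and ERBB3; each point is a library (4 control, 4 FOXA1 knockdown) and the bar with whiskers is the mean ± SD. FOXA1 went from 191.7 to 3.96 and ERBB2 from 7308 to 1340, while EGFR and ERBB3 were higher in all 4 knockdown libraries.

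Across the transcriptome, 16430 genes passed the filter on low counts and were tested. The edgeR test called 12675 of them (77.1%) at an adjusted p under 0.05, of which 6200 were lower and 6475 higher in knockdown. A change of at least 2-fold was found for 4654 of these genes (28.3% of those tested), 2209 lower and 2445 higher. The CPM values of the groups did not overlap for 11822 tested genes, or 72.0%, where chance gives 2.86%. The biological coefficient of variation was 4.56%, so small changes were called. The choice of filter moved the count of 2-fold changes most, to 7101 with no filter on low counts and to 2912 among genes with a mean of at least 50 counts. Under 3 other scalings the median log2 fold change of all tested genes moved by at most 0.084.

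The 6 rises chosen by the fixed rule, which ranked fitted log2 fold changes, were in genes with 3 or fewer counts in every control library, so only bounds against that floor are given. At the floor the fitted rank depends on the prior count and is not the order of the bounds. SPARC (chromosome 5, 151661096 to 151687165) had at most 1 count in a control library and 932.5 CPM ± 14.1 (SD, n = 4) in knockdown, at least 6550-fold higher. The amino acid transporter gene SLC38A4 (chromosome 12, 46764761 to 46832408) had 0 counts in every control library and 189.5 CPM ± 11.1 (SD, n = 4) in knockdown, at least 1330-fold higher. BEX3 was at least 960-fold and the kinase gene MAP4K4 at least 861-fold higher. A gene without a symbol (ENSG00000259001, chromosome 14, 20343048 to 20343685) was at least 546-fold higher, and SIGLEC5 at least 261-fold. The first of these overlaps RPPH1 and, on the opposite strand, PARP2. SIGLEC5 overlaps a longer gene on the same strand, with a mean of 46.62 counts, and its paralogue SIGLEC14, so the assignment of reads is uncertain for both. Outside the rule, and singled out after their values were seen, IGF2BP2 was at least 977-fold and MGARP at least 572-fold higher, bounds above those of some genes chosen. The 6 genes of the rule had an adjusted p of at most 7.22e-18 by edgeR.

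Of the 6 falls chosen by the same rule, 5 were at the floor in knockdown. ZNF827 (chromosome 4, 145757627 to 145938635) went from 37.42 CPM ± 2.12 (SD, n = 4) to 0 counts in every knockdown library, at least 245-fold lower. PLCB4 was at least 364-fold lower, SCGB2A2 at least 74.8-fold, PLA2G2A at least 70.8-fold and LRRC75B at least 64.2-fold. LRRC75B lies within GGT1 and SNRPD3 on the opposite strand, so its counts are uncertain. The keratin gene KRT4 (chromosome 12, 52806549 to 52814551) kept between 3 and 6 counts per knockdown library and fell from 456.5 CPM ± 16.2 to 0.203 CPM ± 0.0592 (SD, n = 4 each). Larger bounds than for SCGB2A2, PLA2G2A and LRRC75B were found in genes outside the rule, among them TRGC1, at least 321-fold lower and also singled out after its value was seen. The 6 genes of the rule had an adjusted p of at most 1.96e-18 by edgeR. In all, 75 genes averaged at least 50 counts in control and had 3 or fewer in every knockdown library, and 179 genes showed the reverse.

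The 9 gene lists fixed before the data were examined addressed luminal differentiation and other cell states, pathways related to ERBB2, proliferation and interferon. The interferon list was included because double-stranded RNA or lentiviral vectors can induce its genes. Each was tested with camera at a preset inter-gene correlation of 0.01, two-sided, with Benjamini-Hochberg adjustment over the 9 lists. The luminal list had 19 tested members with a median log2 fold change of -2.005 (camera adjusted p of 2.87e-10). Adjusted over all genes tested, 12 members were lower and 5 higher, and adjusted over the list alone the counts were again 12 and 5. The strongest falls were in CA12, from 435.7 CPM ± 6.17 to 0.504 CPM ± 0.131, and SPDEF, from 200.3 CPM ± 17.3 to 0.398 CPM ± 0.189 (SD, n = 4 each). GATA3 went against the list, from 4.29 CPM ± 0.426 to 35.9 CPM ± 1.92 (SD, n = 4 each; log2 fold change 3.07, adjusted p of 4.2e-22 by edgeR). The luminal member CDH1 had at most 3 counts in a control library and between 7 and 13 in the knockdown libraries, below the filter.

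The basal list had 19 tested members and a median of 0.37 (camera adjusted p of 0.00115), with 10 members higher and 6 lower, both over all genes and adjusted over the list alone. The median was 0.23 without control replicate 3 and 0.24 without knockdown replicate 4. Those fits repeated the filter on low counts, so the members tested could differ too. It was 0.68 when only genes with a mean of at least 50 counts were tested. ITGA6 rose from 0.225 CPM ± 0.0983 to 163.1 CPM ± 4.02 and MSN from 0.931 CPM ± 0.264 to 130.5 CPM ± 1.53 (SD, n = 4 each). SOX9 went against the list, with a log2 fold change of -4.31 (SE 0.245). The mesenchymal list was divided, with 5 of its 12 tested members lower and 5 higher on either adjustment, and its median of -0.02 was not past the threshold (camera adjusted p of 0.609). SPARC rose as given above, while TGFBI was at least 71.2-fold lower and TGFB2 had a log2 fold change of -5.79 (SE 0.312). VIM, a further member, had at most 2 counts in a control library and between 7 and 11 in the knockdown libraries.

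The apocrine list had a median of -1.60 over 10 tested entries, GGT1 being listed under 2 identifiers (camera adjusted p of 0.00106). Of these, 7 were lower and 2 higher, both over all genes and adjusted over the list alone. SERHL2 fell by 7.36 on the log2 scale, from 386.4 CPM ± 29.8 to 2.35 CPM ± 0.328 (SD, n = 4 each); it overlaps RRP7BP on the opposite strand. CLDN8 was at least 7.33-fold lower.

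The ERBB2 neighbour list held genes beside ERBB2 on chromosome 17. Its 15 tested members had a median of -0.74 (camera adjusted p of 0.00106), with 11 lower and 2 higher on either adjustment. STAC2 fell by 7.08 on the log2 scale and PNMT was at least 7.14-fold lower. IKZF3 rose from 3.82 CPM ± 0.538 to 10.45 CPM ± 1.21 (SD, n = 4 each; log2 fold change 1.45). The other call against the list was PSMD3, with a log2 fold change of 0.08 (adjusted p of 0.0355 by edgeR). It did not stay past the threshold in 9 of 18 alternatives. Over all 18 the adjusted p ranged from 1.45e-09 to 0.143. The log2 fold change of PSMD3 was largest, at 0.32, with the regional shift removed. Singled out after their values were seen, GRB7 had a log2 fold change of -1.54 (SE 0.0353) and MIEN1, which overlaps the end of ERBB2 on the side of GRB7 by 1931 bp on the opposite strand, of -0.05 (SE 0.0373). The change in MIEN1 was not past the threshold (adjusted p of 0.168 by edgeR), and its sign flipped with upper-quartile scaling and with library size only. With the regional shift removed it was higher, at 0.099 with an adjusted p of 0.0144 (range over alternatives 0.0144 to 0.909).

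**Figure D2:**
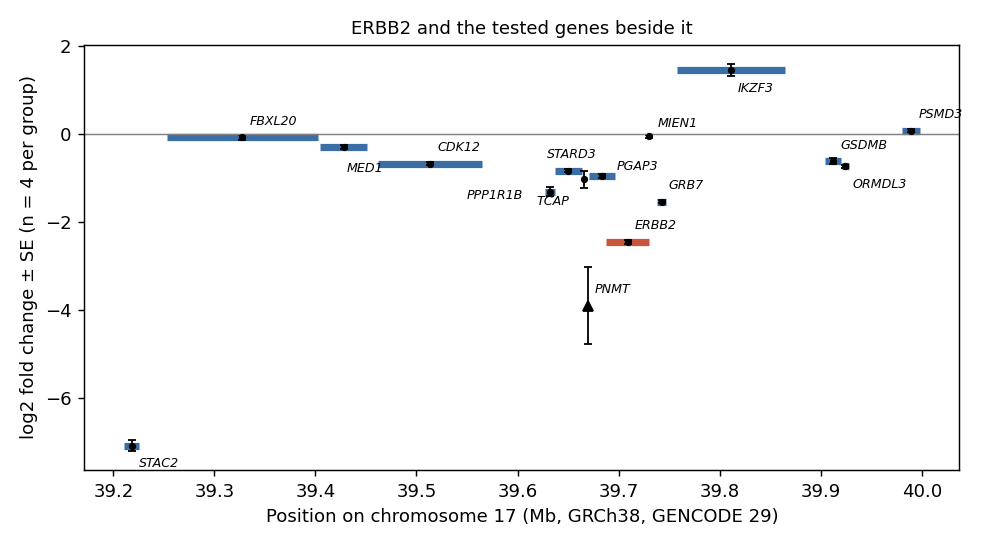
Log2 fold change (knockdown against control, vertical axis) by position on chromosome 17 in Mb (GRCh38) for ERBB2 and the 15 tested neighbours; horizontal bars span each gene, points carry ± SE from 4 libraries per group, and the triangle marks PNMT, at the floor in knockdown. ERBB2 lay at -2.45 and GRB7 at -1.54, whereas MIEN1, at the end of ERBB2 towards GRB7, lay at -0.05.

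The lists for signalling downstream of ERBB2 did not pass the threshold. The MAPK output list had a median of -0.25 over 10 members (camera adjusted p of 0.13), with 6 lower and 2 higher on either adjustment. DUSP4 went from 190.4 CPM ± 5.59 to 21.9 CPM ± 1.52 (SD, n = 4 each; log2 fold change -3.12), SPRY4 had a log2 fold change of -2.29 (SE 0.0753), and ETV5 was at least 60.1-fold higher. The FOXO target list had a median of -0.11 over 12 members (camera adjusted p of 0.682), with 5 lower and 5 higher on either adjustment. PIK3IP1 had a log2 fold change of -2.34 (SE 0.0953) and CDKN1B of -1.07 (SE 0.0664), while SESN3 rose from 0.351 CPM ± 0.117 to 40.2 CPM ± 1.61 (SD, n = 4 each). SESN3 overlaps an antisense gene, so its counts are uncertain.

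The proliferation list rose by a median of 0.47 over 25 members (camera adjusted p of 0.0025), with 22 members higher and 2 lower on either adjustment. KIF20A rose with a log2 fold change of 1.70 (SE 0.0236), which became 0.94 once the shift of its chromosomal neighbours was taken out, and AURKB with one of 1.07 (SE 0.0536). KIF20A overlaps BRD8 and CDC23 on the opposite strand at its ends, which leaves its value uncertain. RRM2 went against the list at -0.66 (SE 0.0244). The interferon list had a median of 1.045 over 17 tested members (camera adjusted p of 0.00181), with 12 higher and 3 lower on either adjustment. HERC5 was at least 190-fold higher and IFI6 went from 4.03 CPM ± 0.595 to 113.8 CPM ± 3.71 (SD, n = 4 each). BST2 fell by 3.71 on the log2 scale. The labels do not state whether the controls received a vector, so the lentiviral vector is not excluded as a cause of the interferon rise. Medians of the lists with floor genes at their bounds were the same as the fitted ones. With the correlation estimated from the data, the luminal and basal lists stayed past the threshold (adjusted p of 0.0415 each), and with fry all 9 lists did.

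**Figure D3:**
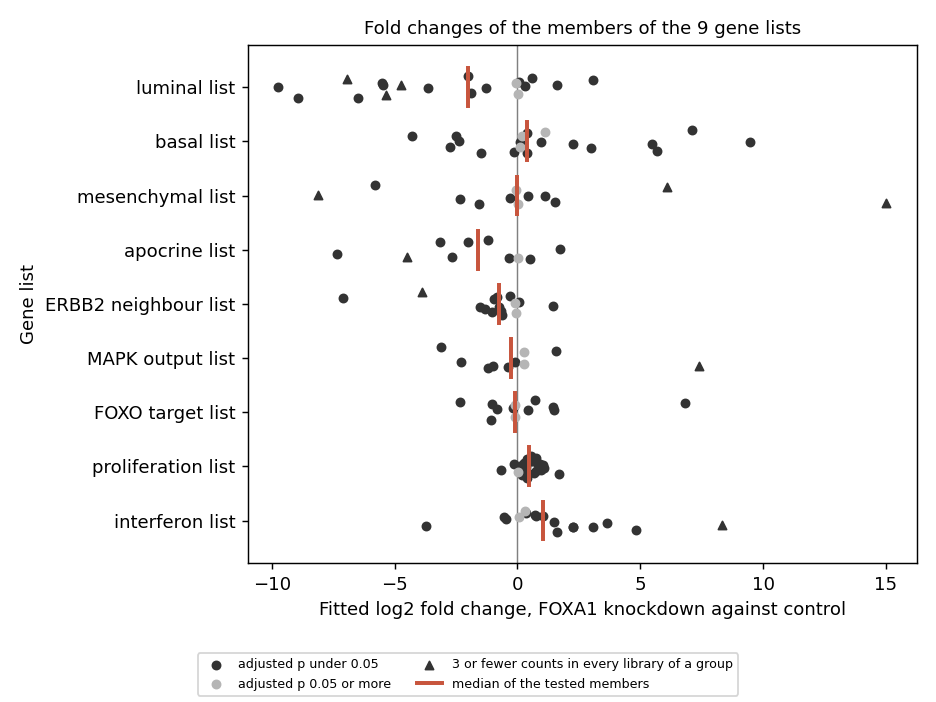
Fitted log2 fold change (knockdown against control, horizontal axis) of each tested member of the 9 gene lists; dark points have an adjusted p under 0.05, grey points do not, triangles are genes with 3 or fewer counts in every library of a group, and the red line is the median. The luminal median lay at -2.005 and the interferon median at 1.045, with members on both sides of 0 in every list.

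Fold changes were also set out by chromosome, in 215 windows of 50 protein-coding genes, the last on a chromosome holding up to 99. The median log2 fold change was 0.44 on chromosome 5 (76.2% of 496 genes higher) and 0.34 on chromosome 10 (72.9% of 424 genes higher). It was -0.47 on chromosome 13 (25.1% of 191 genes higher), -0.34 on chromosome 9 and -0.32 on chromosome 11. The highest window median was 1.12, over 50 genes on chromosome 5 from 126360132 to 138338355, and the lowest was -0.58, over 50 genes on chromosome 15 from 40594020 to 43824802. Windows were defined after the data had been seen.

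**Figure D4:**
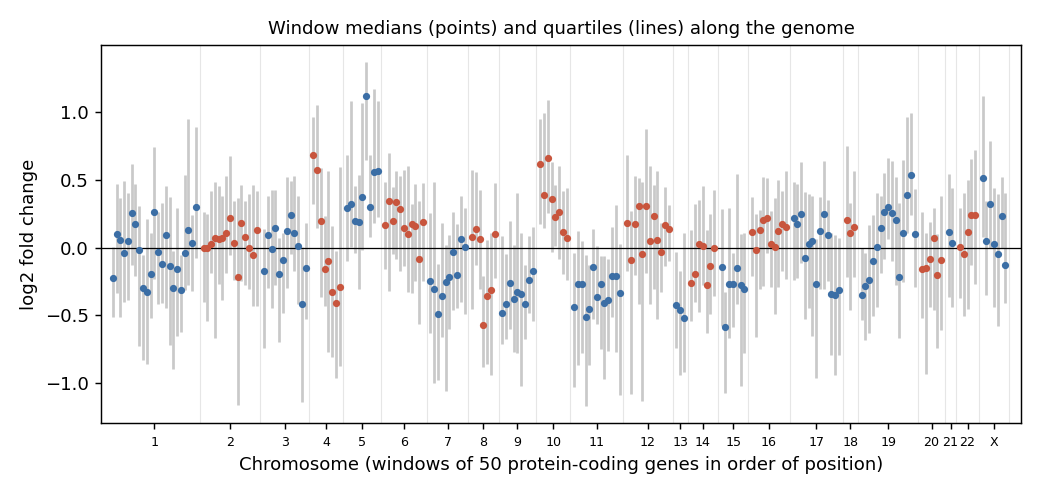
Median log2 fold change (points, vertical axis) and quartiles (grey lines) of 215 windows of 50 protein-coding genes (up to 99 in the last of a chromosome) in chromosomal order (horizontal axis, colours alternate by chromosome), from 4 libraries per group. Windows on chromosome 5 lay between 0.19 and 1.12, and those on chromosome 11 between -0.51 and -0.145.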

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

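In each group of 4, a library was picked out when its gap to the nearest library, divided by the group's range, exceeded Dixon's critical value. Over 102 groups of values this picked out 6, where chance gives about 5.1, so the single-gene cases below carry little weight. The tests on control replicate 3 were chosen after that library had been seen to stand apart.

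On the second principal component, control replicate 3 lay at -40.1 and the other controls between 9.53 and 16.3, a gap ratio of 0.881. Its deviations over 12420 genes had an SD of 0.277 on the log2 scale, against 0.232 to 0.248 in the other controls. Depth as the cause is argued against by thinning all libraries to the smallest total, which left the SD at 0.279. Carry-over of knockdown RNA would give its deviations a positive slope on the knockdown fold changes, and the slope was -0.00655. GC content and gene length accounted for 14.4% of the variance of its deviations, against 2.22% to 5.24% in the other controls. A bias of library preparation may therefore contribute, but this value lay between the limits of 5% and 20% set before it was computed and decides nothing. No biological explanation was tested, since the labels give no difference between the controls. Without this library 12865 genes were called, of which 12332 were among the 12675 calls with all libraries.

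The other cases were single genes. In control, IKZF3 was low in replicate 1 (3.02 CPM against 4.01 to 4.18, ratio 0.854), KIF20A was high in replicate 2 (73.2 CPM against 68.6 to 69.2, ratio 0.876) and ORMDL3 was high in replicate 3 (232.7 CPM against 208.8 to 211.2, ratio 0.900). In knockdown, SPDEF was high in replicate 1 (16 counts against 6 to 8, ratio 0.876) and PSMD3 was low in replicate 2 (912.6 CPM against 951.8 to 957.9, ratio 0.865). These fell in 5 different libraries, and their number is what chance gives. No cause was tested for them. Leaving out each library in turn kept IKZF3 between 1.35 and 1.502, KIF20A between 1.69 and 1.72, ORMDL3 between -0.76 and -0.71 and SPDEF between -9.33 and -8.80 on the log2 scale. PSMD3 stayed between 0.061 and 0.093, but its adjusted p ran from 0.00707 to 0.143 and it was past the threshold only without control replicate 3 or without knockdown replicate 2.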

How the results depend on the processing

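The count of genes lower or higher was within 1.5 times of 12675 under every alternative run, from 10279 among genes with a mean of at least 50 counts to 15028 with no filter on low counts. The same held for the genes lower and the genes higher. The count of genes changed at least 2-fold moved further, from 4654 to 2912 with the stricter filter and to 7101 with no filter, because the number of genes tested changed. Testing against a 2-fold change gave 3863 genes. Across the 8 fits that each left out one library, the counts ran from 12498 to 12865 for all calls, 6095 to 6306 for lower, 6354 to 6559 for higher and 4820 to 4883 for 2-fold changes. Of the 12675 calls, 12017 were shared with DESeq2 and 12572 with limma voom, all in the same direction. Scaling by library size only made 43.4% of the calls lower in place of 48.9%.

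FOXA1 stayed between -5.64 and -5.52 and ERBB2 between -2.47 and -2.33 on the log2 scale under all 18 alternatives, past the threshold in each. Of 932 values for the 52 other named genes, 917 kept their direction and side of the threshold, 9 became weaker, 2 stronger and 4 reversed. All 15 changes were in PSMD3, FBXL20 and MIEN1, whose log2 fold changes were near 0 with the main settings. PSMD3 kept its direction throughout and reached 0.32 with the regional shift removed. MIEN1 reversed to 0.0050 with upper-quartile scaling, to 0.029 with library size only and to 0.099 with the regional shift removed, an alternative chosen after seeing the data, where it was past the threshold (adjusted p of 0.0144; range 0.0144 to 0.909). FBXL20, which overlaps an antisense gene, reversed to 0.0013 with library size only. The reversals under scaling follow from the shift each scaling gives every gene, 0.059 for upper quartile and 0.084 for library size only.

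Among the lists, the luminal list kept its direction and its call under every alternative, from -2.83 to -1.99 when libraries were left out. Each fit without a library repeated the filter and tested between 16710 and 16819 genes, against 16430 with all libraries. Shifts in list medians under those fits may therefore come in part from a change in the members tested. The basal median (0.37) was 0.23 without control replicate 3 and 0.24 without FOXA1 knockdown replicate 4, still past the threshold. It moved most in the other direction, to 0.68 among genes with a mean of at least 50 counts. The basal list was not past the threshold with limma voom (adjusted p of 0.165, range over alternatives 1.92e-10 to 0.165). The apocrine list (-1.60) was not with limma voom (0.0505) or an estimated correlation (0.0534; range 7.26e-09 to 0.0534). With the estimated correlation the ERBB2 neighbour list (-0.74, adjusted p of 0.156), the proliferation list (0.47, 0.0534) and the interferon list (1.045, 0.0534) were not either. The MAPK output list passed with no filter on low counts (-0.25, 0.0313), with DESeq2 (-0.25, 0.0271) and with fry (-0.25, 2.09e-06). With fry the FOXO target list (-0.11, 0.000777) and the mesenchymal list (-0.0173, 1.12e-05) passed too. The fry p-value asks whether members change on balance in one direction, not whether they change more than other genes. For both lists camera gave the direction as up, against the sign of the median, so these p-values do not stand for a fall.

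The mesenchymal median (-0.0173) moved most, to -0.310, when restricted to members with a mean of at least 50 counts, and it crossed 0 under other alternatives. It was 0.042 with upper-quartile scaling, 0.066 with library size only, 0.033 with no filter, 0.0047 with limma voom, 0.153 with the regional shift removed, and from -0.146 to 0.079 when libraries were left out, since its members go both ways. The FOXO target median was 0.035 with the regional shift removed. The cause of the other changes was not tested.

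With the replicate number as a block, 12453 genes were called, 6091 lower and 6362 higher. The correlation of deviations between libraries of the same number was 0.088, 0.17, -0.035 and 0.066 for numbers 1 to 4. Between libraries of different numbers it ran from -0.12 to 0.074. For numbers 1, 2 and 4 it was above every other pair that included either library, and for number 3 it was not. All values were weak, so a partial pairing by number stays open. PSMD3 was the sole named result whose call changed under the block.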

Other observations

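The tests on the order of genes by chance, on other cells, on another line, on the top genes' share and on ERBB2 were chosen after the results they measure had been seen. The windows were defined after the shifts had been noticed, so every test on them, and those on genes at the floor, concerns a pattern already seen.

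For each result across genes, the 35 splits of the 8 samples into 4 and 4 were compared. Only 1 of the 35 splits, the real one, gave as many genes lower or higher, genes lower, genes higher or genes changed at least 2-fold; no other split called a gene, and at an unadjusted p under 0.05 the others had between 26 and 644 genes against 12844. Every other split mixes the groups, and the difference between them then enters the spread within each set of 4, so this count restates how far apart the groups lie and says nothing about its cause. For the luminal, basal, apocrine, ERBB2 neighbour, MAPK output, FOXO target, proliferation and interferon lists, the real split alone (1 of 35) gave a median as large in size. For the mesenchymal list 21 of the 35 splits did.

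The number of changed genes is large, 4654 of at least 2-fold. Depth is argued against, since thinning all libraries to 19087878 counts left 4493 such genes. GC content and gene length are argued against as well: 4688 tested genes had a log2 fold change of at least 1 in size, and 4689 did once the trend was taken out. The lower share of the top 10 genes in knockdown shifts every other gene by 0.0202 on the log2 scale, against a median size of 0.513 among tested genes. An admixture of other cells in the knockdown libraries would lower transcripts that those cells lack to the share of control RNA that remains. Of 4513 genes of at least 50 CPM in control, 23 kept under 1% in knockdown. If admixture alone were the cause, under 1% of the RNA would come from control-like cells, which amounts to the replacement by another line considered below. Admixture beside an effect of the knockdown stays open, since the falls could come from the knockdown and the rises from other cells. An effect of losing FOXA1, direct or through later selection of the stable line, stays open and untested.

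Fold changes were not spread evenly along the genome. The SD of the 215 window medians was 0.267, against a median of 0.111 and at most 0.129 in shuffled gene orders; 0 of 1000 shuffles were as large. The spread was 0.264 after the trend on GC content and length was taken out and 0.2665 after thinning. Leaving out genes changed at least 2-fold gave 0.199 (at most 0.0967 in shuffles), so a few strongly changed genes per window do not account for it. Window medians were compared over 391 pairs at most 3 windows apart, with mean gene starts over 10 Mb apart. They correlated at 0.562 (at most 0.154 in shuffles). The pairs include adjacent windows, whose nearest genes can lie close together. The correlation argues against regulation over short distances as the whole cause, but less firmly for adjacent windows. Pairs further apart were not compared. Without the 2-fold genes this correlation was 0.542 (at most 0.213). A candidate explanation is that the control and knockdown populations carry different copy numbers of some chromosome segments, as could arise when a stable line grows out of few cells. Copy number was not measured here, and regulation of long domains after FOXA1 loss stays open. If the hypothesis holds, part of the change in genes of the shifted segments may not follow from FOXA1. These lie on chromosomes 5, 9, 10, 11 and 13 and on parts of others, among them a window at -0.58 on chromosome 15, at -0.57 on chromosome 8 and at 0.68 on chromosome 4. With the regional shift removed, 12346 genes were called; 11058 of the original calls were among them, 10636 in the same direction.

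ERBB2 lies in an amplified segment, so a loss of copies was considered for its fall. Loss of the whole segment would lower the neighbours as much as ERBB2 (-2.45). Their median was -0.739, and 13 of 15 lay above ERBB2 by more than 2 standard errors of each. Loss of a smaller segment from ERBB2 to GRB7 would also lower MIEN1, whose fold change was -0.0543. Reads shared with ERBB2 on the other strand would have lowered MIEN1 rather than held it. A smaller loss of copies, adding to a change in transcription of ERBB2, stays open, as does a fall in transcription alone.

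The 254 genes at the floor in one group and expressed in the other include MAP4K4, named by the fixed rule, with at most 2 counts in a control library and at least 2320 in a knockdown library. Of the 219 tested protein-coding ones, 158 were at the floor in control and 61 in knockdown. They formed 14 pairs of adjacent genes at the floor in the same group, against a median of 2 and at most 7 in 1000 random draws. Loss of segments in one population might give such pairs, but so could neighbours silenced together, and 193 of the genes are in no pair. Whether the knockdown libraries come from a line other than SKBR3 cannot be told apart from clonal divergence, because counts carry no genotype. The labels name SKBR3 for all 8 samples, while the design text speaks of 4 different cells and does not say which. The 17q12 neighbours sat at a median percentile of 88.2 among protein-coding genes in knockdown and 93.9 in control, and CDH1 was at 13 or fewer counts in every library of both groups. A second line with ERBB2 amplified and CDH1 off would give the same values.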
